A study of Mus musculus with 35 samples. Its data were reported in "The distinct effects of orally administered Lactobacillus rhamnosus GG and Lactococcus lactis subsp. lactis C59 on gene expression in the murine small intestine" (2017).

How the data were processed

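Terminal ileum RNA of 35 mice was hybridised to Affymetrix GeneChip mouse arrays, with a single mouse per array and 5 arrays in each of 7 groups (control, C59 and GG at 3 doses each). Groups and replicate numbers were taken from the sample labels. The authors scanned the arrays, quantified the probe intensities by robust multi-array analysis (RMA), which corrects the background, normalizes all arrays to one distribution of probe intensities and summarises each probe set, and deposited the log2 expression value of each probe set. The software version of RMA is not given in the sources used here. The 45101 probe sets of the 35 arrays held 0 missing values and ranged from 1.79 to 14.59. RMA makes arrays alike in their intensity distribution, so that a shift of all genes in one direction would be reduced, and it gives no detection call, so that low values cannot be told from background. Array medians lay between 5.87 and 6.024.

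Probe sets were named through the platform annotation supplied with the data. Of all probe sets, 64 were Affymetrix control sets, 34945 carried 1 gene symbol, 932 carried several and 9160 carried none, and the last 2 kinds were left out. The Entrez gene of 34741 probe sets was found in the RefSeq table of mouse genes, and 0 symbols needed an update. For each of 18193 genes the probe set with the highest mean over all arrays was used; 9010 genes had more than 1 probe set. Other probe sets of these genes were examined separately.

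Genes were tested in limma (version 3.58.1, with statmod 1.5.0, in R 4.3.3) with lmFit and eBayes in a single model of 7 group means, which left 28 residual degrees of freedom and 32.7 in total after moderation. Contrasts were each LAB group against control, the mean of the C59, GG or all LAB groups against control, GG against C59 over all doses and at each dose, the slope on log10 dose within a strain, and the difference of the slopes. P-values were adjusted by the Benjamini-Hochberg method over all genes with a threshold of 0.05. They measure the spread between mice and arrays of a group. The mice shared cages, and the labels do not give the cage of a mouse. Mice were treated as independent, so a spread between cages is not taken into account. The model takes 1 spread per gene for all 7 groups. The control SD was above that of each LAB group for 10074 of 18193 genes and for 4639 of the 6073 that passed for LAB against control, and for such genes the SEs and p-values against control are too small. Rank products, the test the study used, was run on the same genes with 1000 permutations over the 25 pairs of arrays, with an estimated share of false positives under 0.05 (100 permutations when a replicate was left out and 25 for regrouped arrays). Gene lists, 38 in number and of which 34 were written for this tissue and the others taken from the study, were tested with camera at a preset correlation between genes of 0.01, with an estimated correlation and with fry. Of 342 tests of a list in a comparison, 66 passed with the preset value, 11 with an estimated correlation and 55 in fry, which does not compare a list with other genes. Of the 66, 19 passed in fry as well. Values of single measures were compared by exact permutation tests, or with 100000 resamples where groups held 10 or more arrays, all two-sided. Principal components were computed from centred genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used.

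The design, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. The rule took the 8 largest rises and falls past the threshold for the LAB, C59, GG and GG_10^9 comparisons with control and for GG against C59, the 3 largest each way elsewhere, the 4 members of a list with the smallest p, and the genes the study names. No 2 arrays were identical, and the correlation of arrays lay between 0.9791 and 0.9974 within groups and between 0.9775 and 0.9975 between groups.

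The tests were tested on simulated data with known changes in 50 of 18193 genes at each size. For LAB against control, limma recovered 50 of 50 genes at each of the log2 changes 0.5, 1, 1.5 and 2 and called 11 unchanged genes. For GG_10^9 against control it recovered 46, 49, 50 and 50 and called 7 unchanged genes, and for GG against C59 49, 49, 50 and 50 and called 11. Rank products for GG_10^9 recovered 35, 50, 50 and 50 and called 110 unchanged genes. Camera gave a raised list an adjusted p of 7.83e-145 and passed 0 of 34 random lists.

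Alternatives were a minimum mean of 6 (11733 genes), the mean of a gene's probe sets, each probe set tested on its own, array weights, cyclic loess, an intensity trend in eBayes, the replicate number as a block, the 3' to 5' signal difference or a lymphoid follicle score as covariate, only the groups compared in the fit, and leaving out each array. Cyclic loess moved the changes of all genes by a median of at most 0.088. Fits without control replicates 1 to 3, without C59_10^7 replicates 1 and 2, and with a clock score or a follicle stroma score as covariate were chosen after seeing the data. So were the 3' to 5' signals of Gapdh and beta-actin as 2 covariates, the values of called list members, an SE with a separate spread for each group and the correlation of list scores. Counts of genes were also taken in 100 other splits of the arrays.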

Results

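Gene expression in the terminal ileum of male BALB/c mice was measured with Affymetrix mouse whole-genome arrays. The 35 arrays fell into 7 groups of 5, and each array carried the RNA of a single mouse. The control group received phosphate-buffered saline (PBS) through a feeding tube once per day. The other 6 groups received lactic acid bacteria (LAB), either Lactococcus lactis subsp. lactis C59, a cheese isolate, or Lactobacillus rhamnosus GG, a probiotic strain of human origin. Each LAB group is named, as in the sample labels, by its strain and its daily number of colony-forming units (CFU), from C59_10^7 to C59_10^9 and from GG_10^7 to GG_10^9. The values were log2 expression levels of 45101 probe sets, from which 18193 genes were taken with 1 probe set each. The mean log2 level of an array lay between 6.208 and 6.311. It was 6.268 ± 0.039 (SD, n = 5) in the control group and 6.222 ± 0.008 (SD, n = 30) in the LAB groups, a difference larger than the spread between LAB arrays (two-sided permutation p = 0.00024). Control replicates 1 to 3 (6.311, 6.292 and 6.285) lay above every LAB array (6.208 to 6.255), and replicates 4 and 5 (6.232 and 6.222) lay inside the LAB range. An array has no sequencing depth, and the number of arrays limits the precision of the values below.

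Principal component (PC) analysis of all genes was used to ask whether the groups separate. The first 3 components held 29.4%, 14.8% and 7.7% of the variance. The PC1 score was −20.64 ± 24.41 (SD, n = 5) in the control group, and the group means were −1.91, −3.93 and −2.40 for C59 and 9.75, 6.28 and 12.85 for GG in order of dose. None of the 18 exact permutation tests of a LAB group against control on 3 components passed after adjustment. The lowest adjusted p was 0.214, and GG_10^9 differed from control by 33.49 on PC1 (two-sided exact permutation p = 0.0397 before adjustment, n = 5 per group). Leaving out control replicate 5 raised the number of passing tests from 0 to 6. Between strains, the 15 GG arrays had a PC1 score of 9.63 ± 8.56 (SD) and the 15 C59 arrays −2.75 ± 8.77 (SD). This difference of 12.37 passed (two-sided permutation p = 0.0009, adjusted p = 0.0027 over 3 components), and leaving out GG_10^7 replicate 5 let 2 components pass in place of 1.

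**Figure D1:**
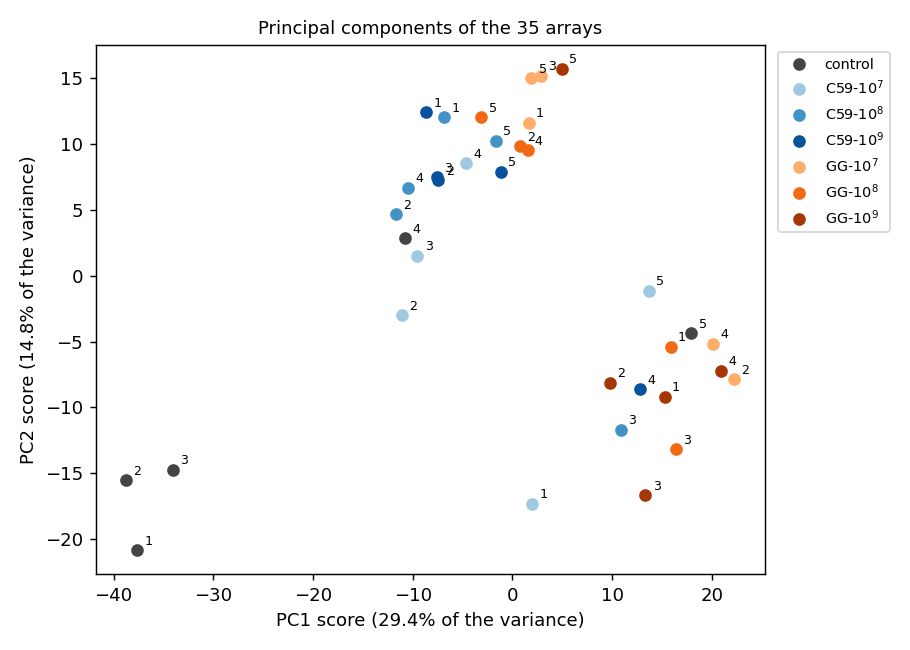
Scores of the 35 arrays on the first components of a principal component analysis of 18193 genes, in log2 units, where each point is 1 array marked by group and replicate number and each axis gives the share of variance (29.4% for PC1 and 14.8% for PC2). The control arrays spread most along PC1 (mean −20.64, SD 24.41), and the GG arrays lie to the right of most C59 arrays.

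The LAB groups together were compared with control to ask which ileal genes respond to either strain. The largest rise was in Sowaha, from 6.40 in control to 8.14 in LAB arrays (log2 change 1.74 ± 0.24 (SE), adjusted p = 1.44e-05, n = 5 and 30), and 30 of 30 LAB arrays lay above the control median. Slc2a2, the glucose and fructose transporter GLUT2, rose by 1.70 ± 0.53 (SE, adjusted p = 0.0137), above the control median in 27 of 30 arrays. Hnf4g, a transcription factor of enterocytes, rose from 8.37 to 10.0 (1.63 ± 0.26 (SE), adjusted p = 4.03e-05), as did Pnrc2, a nuclear receptor coactivator (1.69 ± 0.26 (SE), adjusted p = 2.79e-05), Akr1c14, an aldo-keto reductase (from 8.70 to 10.20, adjusted p = 7.19e-06), and Camk2d, a calcium-dependent kinase (1.47 ± 0.20 (SE), adjusted p = 1.37e-05). The falls included Plet1, an epithelial surface protein (−1.25 ± 0.41 (SE), adjusted p = 0.0188), the histone demethylase Kdm6b (−0.98 ± 0.24 (SE), adjusted p = 0.00299), Bhmt, which methylates homocysteine (−0.94 ± 0.25 (SE), adjusted p = 0.00467), the gasdermin gene Gsdmc2 (−0.86 ± 0.31 (SE), adjusted p = 0.0306), the heat shock protein gene Hspa1a (−0.83 ± 0.25 (SE), adjusted p = 0.0111), Arntl, the core activator of the circadian clock (−0.82 ± 0.11 (SE), adjusted p = 1.32e-05), Ly6m (−0.78 ± 0.19 (SE), adjusted p = 0.00272) and Gzmb, granzyme B of cytotoxic lymphocytes (−0.75 ± 0.26 (SE), adjusted p = 0.0289). In limma, 6073 genes passed, of which 1437 rose and 4636 fell. After cyclic loess normalization the split was 2204 up and 2370 down. The control arrays were not alike: without control replicate 1, 2 or 3 the count was 3447, 3305 or 3926, and with control replicates 4 and 5 alone it was 23, with Sowaha at 0.34 (adjusted p = 0.653), Kdm6b at −0.37 (adjusted p = 0.929) and Arntl at −0.68 (adjusted p = 0.0553). Of the other genes named above, Hspa1a then passed (−1.88, adjusted p = 0.00181), and Slc2a2 (1.31), Pnrc2 (0.20), Hnf4g (0.17), Akr1c14 (0.53), Camk2d (0.35), Plet1 (−0.03), Bhmt (−0.56), Gsdmc2 (−0.33), Ly6m (−0.50) and Gzmb (−0.71) did not (adjusted p from 0.325 to 0.999). The SD of Sowaha was 1.37 in control and 0.14 to 0.28 in the LAB groups, and with a separate spread for each group the SE of its change was 0.61 in place of 0.24 (0.63 in place of 0.26 for Hnf4g and 0.65 in place of 0.26 for Pnrc2). Slc2a2 (1.32), Plet1 (−0.82) and Gzmb (−0.61) did not pass without control replicate 2, Plet1 also not without replicate 1 (−1.24) or 3 (−1.08), Gzmb not without replicate 3 (−0.72), and Hspa1a not without replicate 4 (−0.48). Gsdmc2 did not pass without control replicate 1, 2 or 3 (−0.91, −0.66 and −0.75) and was at 0.01 with a clock score in the model. Other probe sets of like brightness for the genes that rose moved by 7.3% of the change of the probe set used, and for the genes that fell by 61.7%. The 3' minus 5' signal of Gapdh minus that of beta-actin was −0.25, −0.19, −0.16, −0.34 and −0.49 in control replicates 1 to 5 and −0.89 to −0.41 in LAB arrays, and with both signals as covariates 8 genes passed.

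**Figure D2:**
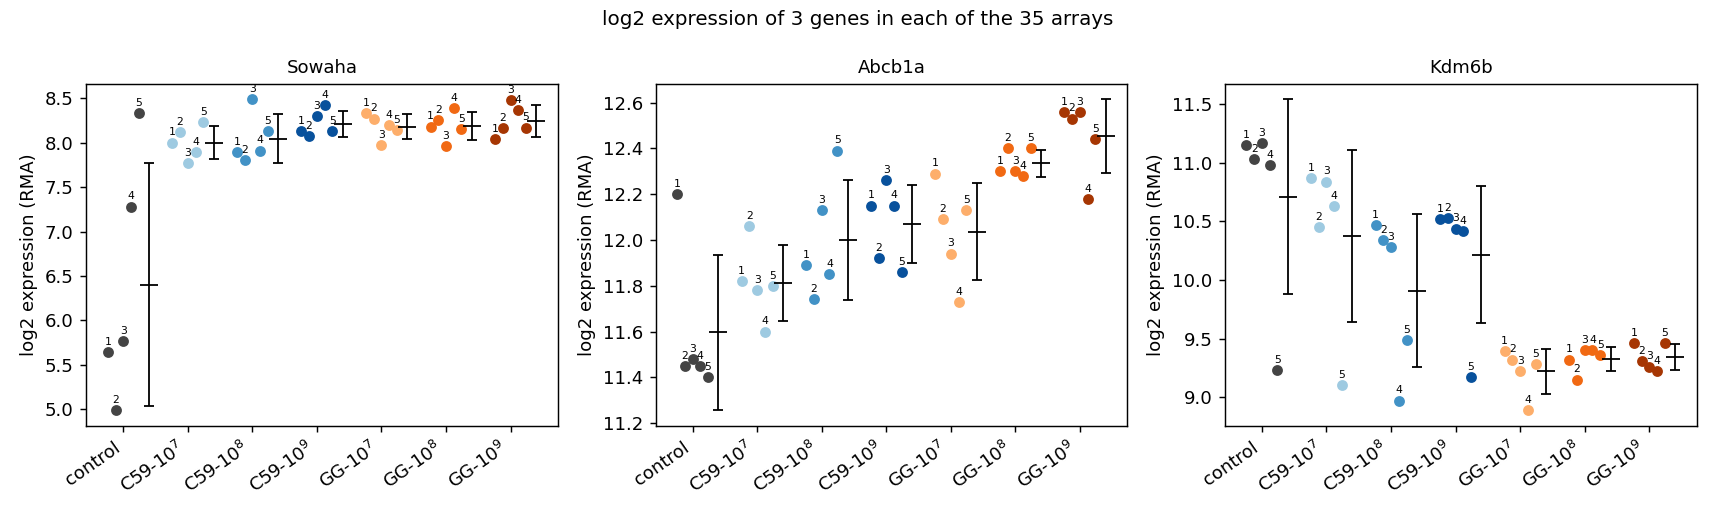
Log2 expression of Sowaha, Abcb1a and Kdm6b in each of the 7 groups, where points are single arrays with their replicate numbers and bars show the mean and SD of 5 arrays. Sowaha stood at 6.40 in control and 8.14 across the LAB arrays, Abcb1a at 11.59 and 12.12, and Kdm6b at 10.71 and 9.73, and the Sowaha levels of control arrays 4 and 5 lay above those of control arrays 1 to 3.

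Of the gene lists fixed in advance, the circadian clock genes shifted between LAB and control. Of the 16 measured members 9 rose and 5 fell over all genes, and 10 rose and 5 fell adjusted over the list alone. Dbp, a clock output factor, rose from 9.35 to 10.53 (1.19 ± 0.11 (SE), adjusted p = 1.41e-08), and the nuclear receptor Nr1d2 rose by 0.88 ± 0.10 (SE, adjusted p = 3.18e-06), together with the period genes Per2 (0.89) and Per3 (0.51), while Arntl, Npas2 (−0.37) and Nr1d1 (−0.26) fell and Clock rose (0.31, adjusted p = 0.00599). Dbp also passed with control replicates 4 and 5 alone (0.88, adjusted p = 0.00125), where Nr1d2 (0.42), Per2 (0.20), Per3 (0.59) and Npas2 (−0.46) did not (adjusted p from 0.152 to 0.956), nor did Nr1d1 (0.16) and Clock (−0.07), which turned direction. The list stood above other genes (camera adjusted p = 9.2e-05), and the call held with an estimated correlation (adjusted p = 0.0308) and with control replicates 4 and 5 alone (camera adjusted p = 3.44e-05). The enterocyte digestion and absorption list (20 genes) shifted upwards as well (camera adjusted p = 0.000236), but not with an estimated correlation (adjusted p = 0.966). Here 6 members rose and 2 fell, over all genes and adjusted over the list alone, among them Mgam, a brush border maltase (0.44 ± 0.07 (SE), adjusted p = 6.12e-05), the fatty acid binding protein Fabp1 (1.08 ± 0.22 (SE), adjusted p = 0.000433) and Mttp, which loads lipid into lipoproteins (0.25 ± 0.06 (SE)). Mgam (0.30), Fabp1 (0.10), Mttp (0.04) and the list (camera adjusted p = 0.0507) did not pass with control replicates 4 and 5 alone. The B cell list (22 genes) had a median of 0.453 and passed in camera (adjusted p = 0.016), but not with an estimated correlation (adjusted p = 0.996) or without control replicate 1, 2, 3 or 4 (adjusted p = 0.073, 0.106, 0.0598 and 0.0621). Its only member to pass was Pax5, which fell by 0.28 (adjusted p = 0.0103), both over all genes and adjusted over the list alone. The B cell genes the study listed lay higher as well (median 0.276, camera adjusted p = 9.2e-05, estimated correlation adjusted p = 0.996). Of these 28 genes 3 rose over all genes and 2 adjusted over the list alone, but they were chosen on these arrays and are not independent evidence. With control replicates 4 and 5 alone neither the study's list (camera adjusted p = 0.547) nor the B cell list (camera adjusted p = 0.446) passed.

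**Figure D3:**
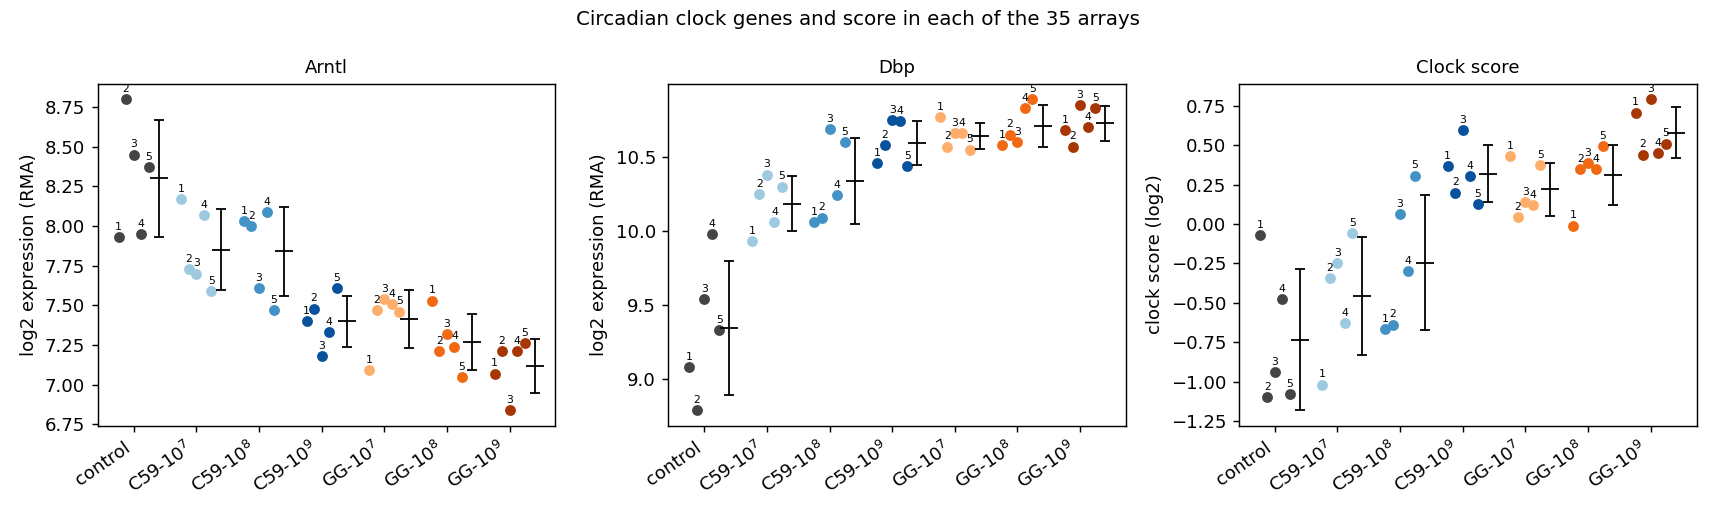
Log2 expression of Arntl and Dbp and a clock score (the mean centred log2 level of clock genes grouped with Dbp minus that of genes grouped with Arntl) in the 7 groups, where points are single arrays with replicate numbers and bars show the mean and SD of 5 arrays. The score was −0.733 ± 0.448 (SD, n = 5) in control and 0.122 in the 30 LAB arrays, and it ranged from −0.459 in C59_10^7 to 0.581 in GG_10^9.

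Genes singled out in the study were examined in the same comparison. Abcb1a, which encodes a drug efflux pump, rose from 11.59 to 12.12 (0.52 ± 0.10 (SE), adjusted p = 0.000211), and 30 of 30 LAB arrays lay above the control median. It was still higher with control replicates 4 and 5 alone (0.70, adjusted p = 0.00956), and its dimmer probe set rose by 1.53 (adjusted p = 2.604e-07), with 9.70 to 9.89 in control replicates 1 to 3 and 11.14 and 11.32 in replicates 4 and 5. The iron regulatory gene Aco1 rose by 1.42 ± 0.20 (SE, adjusted p = 1.76e-05), but its other probe sets changed by 0.13 and −0.05. Of the 6 intestinal absorption genes, Abcb1a, Aco1 and Fabp1 passed, both over all genes and adjusted over the list alone, and Cd36 (0.28), Lep (0.11) and Slc5a1 (0.07, adjusted p = 0.338) did not. Other probe sets differed from these: over all probe sets a dimmer one of Slc5a1 rose by 1.30 (from 10.72 to 12.01, adjusted p = 1.468e-05), while that of Fabp1 was higher by 0.38 (adjusted p = 0.1493). With control replicates 4 and 5 alone neither Aco1 (0.18, adjusted p = 0.66) nor Fabp1 (0.10, adjusted p = 0.992) passed. The list shifted upwards (camera adjusted p = 0.000236, with an estimated correlation adjusted p = 0.0308), but it was chosen by the study on these arrays and is not independent evidence. Tlr3, a receptor for double-stranded RNA, changed by −0.12 ± 0.07 (SE, adjusted p = 0.20). A dimmer Tlr3 probe set was higher by 1.34 (adjusted p = 0.0001106), with control arrays between 5.13 and 8.00. Neither Ifnb1 (−0.23, adjusted p = 0.0597), Il4 (0.09), Il10 (−0.08), Ccl20 (−0.19) nor the fibrinogen genes Fga (−0.66, adjusted p = 0.235) and Fgg (−0.48, adjusted p = 0.124) passed. The study reported the falls of fibrinogen genes for the upper small intestine and did not find them in the terminal ileum. It also reported no change of Ifnb1 and no significant change of Il4, Il10 and Ccl20.

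Strain C59 was compared with control over its 3 doses and at each dose. In the C59 groups together, Sowaha (1.68 ± 0.26 (SE), adjusted p = 0.000178), Camk2d (1.43 ± 0.22 (SE), adjusted p = 0.000143) and Kdf1, a keratinocyte differentiation factor (1.41 ± 0.21 (SE), adjusted p = 0.000141), rose in 15 of 15 arrays relative to the control median. The falls included Plxna2, a semaphorin receptor (−0.80 ± 0.24 (SE), adjusted p = 0.0172), Klf13, a zinc finger transcription factor (−0.79 ± 0.27 (SE), adjusted p = 0.041), and Arntl (−0.60 ± 0.12 (SE), adjusted p = 0.00065). In C59_10^7 the adipocyte hormone gene Adipoq fell by 3.04 ± 0.93 (SE, adjusted p = 0.0419), a change carried by replicates 1 and 2 (2.95 and 4.72, against 10.5 to 11.28 in the other 3). In C59_10^8 Klf13 fell by 1.27 ± 0.34 (SE, adjusted p = 0.0145), and in C59_10^9 the cholesterol synthesis gene Hmgcs1 rose by 0.63 ± 0.11 (SE, adjusted p = 0.00202) while the glucose phosphatase gene G6pc (−0.93 ± 0.27 (SE), adjusted p = 0.0245) and the immediate early gene Egr1 (−0.74 ± 0.22 (SE), adjusted p = 0.0245) fell. The clock list shifted in C59 (camera adjusted p = 0.000527, estimated correlation adjusted p = 0.0972; 7 rose and 1 fell, 8 and 2 adjusted over the list alone) and in C59_10^9 (camera adjusted p = 7.8e-07, estimated correlation adjusted p = 0.00906; 8 rose and 2 fell, 11 and 2 adjusted over the list alone). In limma 3552 genes passed for C59 (1123 up, 2429 down), 1252 for C59_10^7 (686 up, 566 down), 1923 for C59_10^8 (742 up, 1181 down) and 2248 for C59_10^9 (763 up, 1485 down). After cyclic loess these splits were 1623 and 1208, 909 and 271, 1016 and 660, and 1051 and 663.

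The C59 counts rested on single control arrays. The C59 count was 1454, 1343 and 1842 without control replicate 1, 2 or 3, 6830 without replicate 5, and 9 with replicates 4 and 5 alone. For the 3 doses of C59 from lowest to highest, it was 399, 702 and 774 without control replicate 1, 396, 634 and 666 without replicate 2, 656, 978 and 999 without replicate 3, and 4507, 5003 and 5644 without replicate 5. The C59_10^7 count was also 2149 without control replicate 4 and 764 without its own replicate 2, and the C59_10^9 count was 1392 without its own replicate 4. When only the 2 groups compared entered the fit, limma called 0 genes at each C59 dose, where the 7-group fit had 4358, 4824 and 5276 genes at an unadjusted p under 0.05 and rank products called 343, 360 and 401. Adipoq no longer passed without C59_10^7 replicate 1 (−1.75) or 2 (−2.19), nor without control replicate 1, 2, 3 or 4 (−3.2, −3.06, −2.99 and −2.9). Plxna2 did not pass without control replicate 1 or 2 (−0.77 and −0.73), G6pc not without control replicate 1, 2 or 3 (−0.94, −0.98 and −0.91) or C59_10^9 replicate 1, 2 or 5 (−0.89, −0.89 and −0.84), and Egr1 not without control replicate 2 (−0.54) or C59_10^9 replicate 1, 2 or 3 (−0.71, −0.61 and −0.65). Klf13 did not pass in C59_10^8 without control replicate 1 or 2 (−1.21 and −1.19), and in C59 as a whole not without control replicate 1, 2 or 3 (−0.72, −0.71 and −0.76), C59_10^7 replicate 2 or 5 (−0.76 and −0.77), C59_10^8 replicate 3 (−0.74) or C59_10^9 replicate 1 or 2 (−0.75 and −0.74). With control replicates 4 and 5 alone, neither Sowaha (0.28), Camk2d (0.31), Kdf1 (0.22), Plxna2 (−0.72), Klf13 (−0.45) nor Arntl (−0.46) passed for C59.

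Strain GG was compared with control in the same way. Slc2a2 rose from 5.69 to 7.73 (2.03 ± 0.56 (SE), adjusted p = 0.0051) and was above the control median in 14 of 15 arrays, and Sowaha (with group means of 8.18, 8.19 and 8.24 at the 3 doses, adjusted p = 1.46e-05) and Akr1c14 (1.64 ± 0.20 (SE), adjusted p = 2.44e-06) rose in 15 of 15. Kdm6b fell by 1.41 ± 0.26 (SE, adjusted p = 0.000134), Bhmt by 1.22 ± 0.27 (SE, adjusted p = 0.000734), Arntl by 1.03 ± 0.12 (SE, adjusted p = 7.69e-07), Hspa1a by 1.03 ± 0.26 (SE, adjusted p = 0.00291) and Retnlb, a goblet cell defence protein, by 1.23 ± 0.49 (SE, adjusted p = 0.0459). At the lower doses, Nos2, the inducible nitric oxide synthase, fell by 0.99 ± 0.16 (SE, adjusted p = 0.000173) in GG_10^7, and the chaperone gene Hsph1 fell by 1.19 (adjusted p = 0.0182) in GG_10^8. The clock list shifted (camera adjusted p = 3.19e-05, estimated correlation adjusted p = 0.0274; 9 rose and 5 fell, 10 and 5 adjusted over the list alone), with Dbp at 1.35 ± 0.12 (SE, adjusted p = 2.95e-09). The enterocyte list also shifted (camera adjusted p = 2.39e-05, estimated correlation adjusted p = 0.549; 6 rose and 3 fell, over all genes and adjusted over the list alone). In limma 7330 genes passed for GG (1575 up, 5755 down), 5792 for GG_10^7 (1473 up, 4319 down) and 4252 for GG_10^8 (975 up, 3277 down), and after cyclic loess the splits were 2464 and 3037, 2040 and 2426, and 1410 and 1387. With control replicates 4 and 5 alone 74, 20 and 26 genes passed. Of the genes named above for GG, Dbp (1.03, adjusted p = 0.000171), Arntl (−0.89, adjusted p = 0.00301) and Hspa1a (−2.08, adjusted p = 0.000431) then passed, and Slc2a2 (1.65, adjusted p = 0.532), Akr1c14 (0.67, adjusted p = 0.0823), Sowaha (0.40), Kdm6b (−0.81), Bhmt (−0.83) and Retnlb (0.06) did not, nor did Nos2 in GG_10^7 (−0.88) or Hsph1 in GG_10^8 (−1.84). The GG_10^7 count was 3810 without control replicate 1, and the GG_10^8 count was 2161, 1806, 2715 and 7310 without control replicates 1, 2, 3 and 5. With only the 2 groups compared in the fit, 11 genes passed in GG_10^7 and 7 in GG_10^8. Retnlb did not pass without any of control replicates 1 to 3 or most single GG arrays (−0.68 without control replicate 2), and Hsph1 in GG_10^8 not without control replicate 2 (−1.16).

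The GG_10^9 group was examined separately because the study related this dose to B cell genes. Slc6a14, an amino acid transporter, fell from 9.90 to 7.42 (−2.48 ± 0.84 (SE), adjusted p = 0.0259, n = 5 per group), and Saa1, an acute phase protein gene, fell from 11.83 to 9.96 (−1.87 ± 0.64 (SE), adjusted p = 0.0268), each below the control median in 5 of 5 arrays. Cldn8, a tight junction gene, fell by 1.35 ± 0.21 (SE, adjusted p = 7.52e-05) and was also lower with control replicates 4 and 5 alone (−1.24, adjusted p = 0.0175). This gene belongs to the caecum and colon epithelium list, whose score is given below. Slc2a2 (2.39 ± 0.69 (SE), adjusted p = 0.00991), the lymphocyte transcription factor Ets1 (1.57 ± 0.36 (SE), adjusted p = 0.00181), the lymphocyte receptor P2ry10 (1.69 ± 0.59 (SE), adjusted p = 0.031) and Abcb1a (0.86 ± 0.13 (SE), adjusted p = 5.03e-05) rose. With control replicates 4 and 5 alone Abcb1a (1.03, adjusted p = 0.000384) still passed, whereas Slc2a2 (2.01, adjusted p = 0.372), Ets1 (0.48, adjusted p = 0.695), P2ry10 (0.30, adjusted p = 0.925), Saa1 (−0.63, adjusted p = 0.847) and Slc6a14 (−1.13, adjusted p = 0.776) did not. Control replicate 5 had the highest B cell and T cell scores of the controls, which may lower the Ets1 and P2ry10 differences there. Of the epithelial antimicrobial defence genes (14), 8 fell over all genes and 12 adjusted over the list alone, including Nos2 (−0.80 ± 0.16 (SE), adjusted p = 0.00076), Dmbt1, a bacteria-binding mucosal glycoprotein (−0.68 ± 0.19 (SE), adjusted p = 0.0089), and the lectin Reg3g (−0.35 ± 0.10 (SE), adjusted p = 0.00673). This list lay below other genes (camera adjusted p = 0.0234, estimated correlation adjusted p = 0.862), and so did the enteric neuron and glia list (8 of 11 fell, also adjusted over the list alone, such as Uchl1 at −0.59 ± 0.14 (SE); camera adjusted p = 0.0348, estimated correlation adjusted p = 0.862). Of the 14 antimicrobial genes 0 passed over all genes with control replicates 4 and 5 alone (Nos2 −0.69, adjusted p = 0.141, Dmbt1 −0.32, adjusted p = 0.679, and Reg3g −0.23, adjusted p = 0.495), while their list still lay lower (camera adjusted p = 0.0188) and the neuron list did not pass (camera adjusted p = 0.273, Uchl1 at −0.21, adjusted p = 0.646). The antimicrobial list score of an array, the mean centred log2 level of its genes, moved with that of the caecum and colon epithelium list, which shares Retnlb with it (Pearson r = 0.911 and Spearman rho = 0.934 over 35 arrays, permutation adjusted p = 1e-05 each over 2 pairs of lists, the smallest they can give). The r was 0.889 without the 2 arrays farthest in the colon score, 0.902 after group means were subtracted and 0.86 without Retnlb. The colon score was 0.251 ± 0.519 (SD, n = 5) in control and −0.354 ± 0.322 (SD, n = 5) in GG_10^9, where its list did not pass (camera adjusted p = 0.189, 4 of 15 fell over all genes and 5 adjusted over the list alone). The neuron list score moved with that of the smooth muscle list (r = 0.793 and rho = 0.729, the same permutation adjusted p, r = 0.719 without the 2 farthest arrays and 0.889 after group means were subtracted), which did not pass in GG_10^9 (camera adjusted p = 0.884). Of the enterocyte list 9 rose and 1 fell, 10 and 2 adjusted over the list alone (camera adjusted p = 2.97e-07, estimated correlation adjusted p = 0.252), with Mgam at 0.65 ± 0.09 (SE, adjusted p = 4.11e-05), and of the clock list 8 rose and 4 fell, 11 and 5 adjusted over the list alone (camera adjusted p = 6.11e-06, estimated correlation adjusted p = 0.0291). In limma 5367 genes passed (1236 up, 4131 down; 1988 and 2133 after cyclic loess), 3479 without control replicate 2, 8263 without control replicate 5, 166 with control replicates 4 and 5 alone and 418 with only the 2 groups in the fit. Slc6a14, Saa1 and P2ry10 did not pass without control replicate 1, 2 or 3 or without GG_10^9 replicate 1 or 3, where they were −2.07, −1.61 and 1.64 (replicate 1) and −1.91, −1.27 and 1.66 (replicate 3), and P2ry10 also not without GG_10^9 replicate 4 (1.53). Without control replicates 1, 2 and 3 in turn Slc6a14 was at −2.31, −2.2 and −2.25, Saa1 at −1.69, −1.6 and −1.71, and P2ry10 at 1.33, 1.47 and 1.57. The neuron list did not pass without control replicate 2 (adjusted p = 0.0541) or GG_10^9 replicate 2 or 4 (0.0803 and 0.0604), and the antimicrobial list not without control replicate 4 (0.0708) or GG_10^9 replicate 3 (0.113).

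B cell genes were higher in 4 of 5 GG_10^9 arrays than the control median, but for most of these genes the differences did not exceed the spread between mice. Ms4a1, which encodes CD20 of B cells, was higher by 2.34 ± 1.21 (SE, adjusted p = 0.137) in GG_10^9 than in control, Cr2, the complement receptor of follicular cells, by 1.81 ± 0.93 (SE, adjusted p = 0.134), Cxcl13, the chemokine of lymphoid follicles, by 1.18 ± 0.67 (SE, adjusted p = 0.174), its receptor Cxcr5 by 1.10 (adjusted p = 0.261) and Ccr6 by 1.03 (adjusted p = 0.142), and none of these passed. Of the 22 B cell genes 2 passed over all genes and 0 adjusted over the list alone, namely Bach2 (1.03 ± 0.34 (SE), adjusted p = 0.0232) and Pou2af1 (1.15 ± 0.45 (SE), adjusted p = 0.0499), both B cell transcription regulators. This list shares 10 genes with those the study chose on these arrays, so it is not fully independent of them. The list median was 1.18, with camera adjusted p = 3.06e-07 but adjusted p = 0.845 with an estimated correlation and 0.167 in fry. The germinal centre (7 genes, camera adjusted p = 0.00749) and T cell (14 genes, adjusted p = 0.00232) lists behaved alike, with 0 members past the threshold and adjusted p = 0.845 and 0.862 with an estimated correlation. Of the B cell genes the study listed, 28 were measured, of which 5 rose over all genes and 2 adjusted over the list alone, and since they were chosen on these arrays this is not independent evidence (camera adjusted p = 3.72e-10, estimated correlation adjusted p = 0.845). Among the 5 were Fnip1 (0.98 ± 0.17 (SE), adjusted p = 0.000242) and Pawr (0.87 ± 0.20 (SE), adjusted p = 0.00168), which are not markers of B cells. Bach2 (0.74), Pou2af1 (0.64), Fnip1 (0.35) and Pawr (−0.00) did not pass with control replicates 4 and 5 alone (adjusted p from 0.282 to 0.992), nor did the germinal centre and T cell lists (camera adjusted p = 0.233 and 0.278), while the B cell list did (0.0176). Arrays fell into 2 clusters by Ms4a1, with 13 arrays above a gap between 6.76 and 9.27, and the same 13 lay above the widest gap of Gp2, a gene of the epithelium over lymphoid follicles (6.37 to 7.41). They numbered 1 of 5 in control, 2, 1 and 1 of 5 in C59 and 2, 2 and 4 of 5 in GG in order of dose (Fisher's exact test, two-sided, GG_10^9 against control p = 0.206). Over all doses they were 8 of 15 in GG and 4 of 15 in C59 (the same exact test, p = 0.319 for GG against control and 0.264 for GG against C59).

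**Figure D4:**
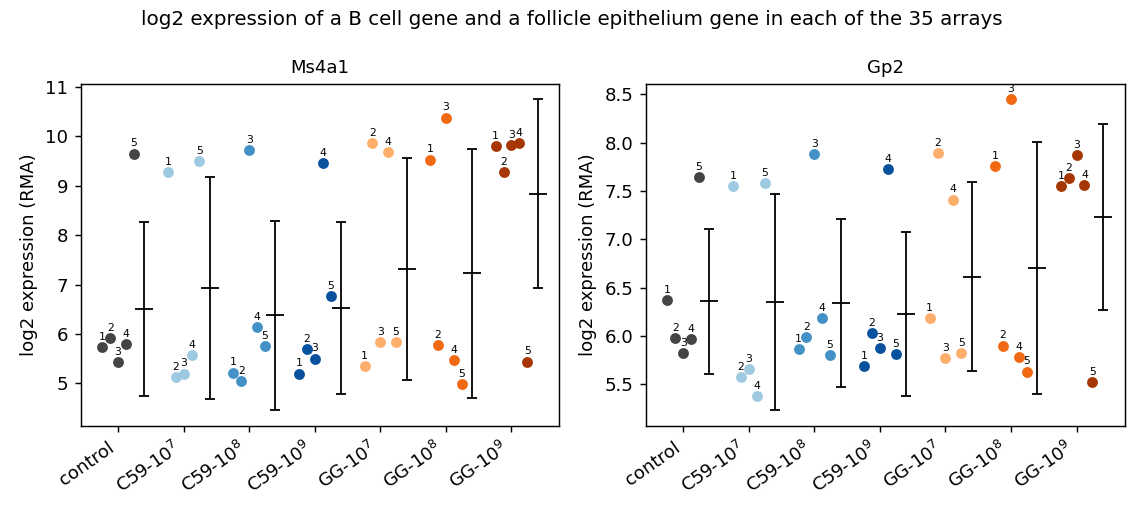
Log2 expression of the B cell gene Ms4a1 and of Gp2, a gene of follicle-associated epithelium, in the 7 groups, where points are single arrays with replicate numbers and bars show the mean and SD of 5 arrays. The 13 arrays above the widest gap (6.76 to 9.27 for Ms4a1) are the same for both genes and include 4 of 5 GG_10^9 arrays and 1 of 5 control arrays.

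The strains were compared directly, with 15 GG and 15 C59 arrays, to ask what distinguishes them. Srrm2, a splicing factor, was higher in GG (10.05 against 8.11, a difference of 1.94 ± 0.31 (SE), adjusted p = 0.000212), as were Crim1, a regulator of bone morphogenetic proteins (1.47 ± 0.23 (SE), adjusted p = 0.000195), the splicing factor Luc7l2 (1.40 ± 0.25 (SE), adjusted p = 0.000822) and the cohesin loader Nipbl (1.29 ± 0.29 (SE), adjusted p = 0.00618), each above the C59 median in 15 of 15 GG arrays. Kdm6b (9.30 against 10.17, −0.87 ± 0.18 (SE), adjusted p = 0.00416), Cldn8 (−0.78 ± 0.12 (SE), adjusted p = 0.000168), the zinc finger gene Trps1 (−0.58 ± 0.08 (SE), adjusted p = 7.23e-05) and the chaperone gene Hsph1 (−0.67 ± 0.21 (SE), adjusted p = 0.0466) were lower, and Abcb1a was higher by 0.31 ± 0.07 (SE, adjusted p = 0.00884). The enteric neuron and glia list lay lower in GG (4 of 11 over all genes and 10 adjusted over the list alone; camera adjusted p = 0.000121, estimated correlation adjusted p = 0.501), for example Elavl4 (−0.37 ± 0.08 (SE), adjusted p = 0.00375). The smooth muscle list, whose score moved with it over the arrays, had a median of −0.096 and did not pass (camera adjusted p = 0.0862), with 0 of 12 lower over all genes and 2 adjusted over the list alone (Smtn at −0.24 and Actg2 at −0.15). The heat shock list lay lower (3 of 11, 4 adjusted over the list alone, such as Hspb1 at −0.31 with adjusted p = 0.014), as did antimicrobial defence (1 of 14 either way, Nos2 at −0.36 with adjusted p = 0.0166) and caecum and colon epithelium (2 of 15, 4 adjusted over the list alone), with camera adjusted p = 0.0104, 0.00976 and 0.0434 and adjusted p = 0.663 for each with an estimated correlation. The B cell list lay higher by a median of 0.652 (camera adjusted p = 1.01e-07, estimated correlation adjusted p = 0.663) with 0 members past the threshold over all genes or adjusted over the list alone, and the adipocyte list likewise (9 genes, median 0.372, camera adjusted p = 0.00111, estimated correlation adjusted p = 0.663), but without C59_10^7 replicates 1 and 2 the adipocyte median was 0.005 and did not pass (camera adjusted p = 0.349). Clock (4 rose and 2 fell, 6 and 4 adjusted over the list alone; camera adjusted p = 0.0071, estimated correlation adjusted p = 0.486) and enterocyte genes (2 rose and 0 fell, 4 and 1 adjusted over the list alone; camera adjusted p = 9.45e-06, estimated correlation adjusted p = 0.499) lay higher. In limma 1228 genes passed, 370 higher and 858 lower in GG, against 552 and 705 after cyclic loess, 844 and 1169 with the mean of a gene's probe sets, 763 and 2644 with array weights, and 2799 and 2121 over each probe set on its own. The count rested on the arrays numbered 1 to 4, and the number 5 arrays lowered it. Without the arrays of number 1, 2, 3 or 4 it was 324, 318, 267 or 283, and without those of number 5 it was 2820. These 2820 genes moved in the number 5 arrays by −0.4% of the change in the others. Other probe sets of like brightness moved by 22.1% of the main change for the genes higher in GG and 53.5% for those lower. For Kdm6b the widest gap between arrays ran from 9.49 to 10.28, and below it lay all 15 GG arrays, the 3 C59 replicate 5 arrays, C59_10^8 replicate 4 and control replicate 5. Hsph1 did not pass without 20 of the 30 arrays in turn (for example −0.59 without GG_10^7 replicate 2), the heat shock list not without C59_10^7 replicate 4 or 5 (adjusted p = 0.0509 and 0.0714), and the colon list not without 12 of the arrays (adjusted p up to 0.0782). Spiked hybridisation controls differed between the strains too, with bioD at 11.564 in GG and 11.431 in C59 and cre at 13.199 and 13.118 (permutation, adjusted p = 0.0377 each over 8 spiked transcripts), as did the 18S ribosomal RNA signal (7.328 and 6.797, permutation p = 0.0184) and the array median (5.944 and 5.919, permutation p = 0.00316).

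The strains were also compared at matched doses. In GG_10^7 against C59_10^7 limma called 6 genes (2 higher, 4 lower), among them the nuclear RNA Malat1 (0.69 ± 0.11 (SE), adjusted p = 0.006), the splicing regulator Hnrnpdl (0.43 ± 0.07 (SE), adjusted p = 0.006) and Cdx2, the intestinal homeobox factor, which was lower in GG (−0.62 ± 0.12 (SE), adjusted p = 0.029). In GG_10^8 against C59_10^8 8 genes passed (4 higher, 4 lower), including Trps1 (−0.78 ± 0.14 (SE), adjusted p = 0.0302) and the small heat shock gene Hspb1 (−0.69 ± 0.14 (SE), adjusted p = 0.0398). In GG_10^9 against C59_10^9 20 genes passed (14 higher, 6 lower), including the predicted gene Gm4432 (1.25, adjusted p = 0.0103) and the epithelial factor Ovol2 (−0.44, adjusted p = 0.0348). In place of 6, 8 and 20 genes, array weights gave 662, 584 and 638, and each probe set on its own gave 155, 682 and 1125. The replicate number as a block gave 38, 32 and 32. The balance of directions changed too. With array weights 212, 185 and 217 were higher and 450, 399 and 421 lower in GG. With each probe set on its own 133, 533 and 888 were higher and 22, 149 and 237 lower. With the block 21, 13 and 20 were higher and 17, 19 and 12 lower. Malat1 and Hnrnpdl passed without each of the 10 arrays compared, but not with only the 2 groups in the fit, where 0 genes passed at this dose (0.69 and 0.43, adjusted p = 0.131 each), 21 at the middle dose and 2 at the highest. There Trps1 and Hspb1 passed, and Cdx2 (adjusted p = 0.18), Gm4432 at the highest dose (0.0757) and Ovol2 (0.136) did not. With an array left out in turn the call was lost for Cdx2 in 6 of the 10 fits (−0.64 to −0.54), Trps1 in 8 (−0.78 to −0.73), Hspb1 in 9 (−0.73 to −0.64), Gm4432 in 4 (1.12 to 1.25) and Ovol2 in 5 (−0.46 to −0.38). The counts moved with single arrays of either strain. They lay between 2 and 483, 0 and 222, and 1 and 95 when an array was left out, the highest each time without the C59 replicate 5 of that dose, and the count at the middle dose moved by over 1.5 times without any of its 10 arrays.

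Dose within each strain was tested as a log2 change per 10-fold dose. No gene passed in limma for C59, GG or the difference between the strains (0 genes each, with 1063, 1250 and 1185 genes at an unadjusted p under 0.05). For C59, 2 genes passed without C59_10^7 replicate 5. The gene lists moved with dose in camera. In C59, adipocyte genes such as Adipoq (1.64), Thrsp (1.31), Lep (0.96) and Fabp4 (0.79 per 10-fold dose) had positive slopes, with 9 of 9 passing adjusted over the list alone and 0 over all genes (camera adjusted p = 2.38e-20, estimated correlation adjusted p = 0.0245). The low adipocyte levels of C59_10^7 replicates 1 and 2 enter this slope, and without these 2 arrays the list median was 0.221 in place of 0.892 (camera adjusted p = 0.000127). Cholesterol synthesis genes such as Lss (0.20) and Cyp51 (0.18) had positive slopes in C59 (camera adjusted p = 4.07e-09, estimated correlation adjusted p = 0.162, 0 of 14 members past the threshold either way), as had clock genes (camera adjusted p = 9.17e-07, estimated correlation adjusted p = 0.0142; 0 over all genes, 10 rose and 2 fell adjusted over the list alone) and bile acid handling genes (camera adjusted p = 0.0183, estimated correlation adjusted p = 0.162). In GG, B cell (camera adjusted p = 6.95e-06), T cell (0.000889), germinal centre (0.00868) and enterocyte genes (4.01e-06) had positive slopes, and Paneth cell (0.000889), antimicrobial defence (0.000889), colon epithelium (0.0337) and proliferation genes (0.0226) negative ones. With an estimated correlation the adjusted p of the proliferation list was 0.805 and that of the other 7 lists 0.775. Over all genes 0 members of these lists passed, and adjusted over the list alone 3 Paneth cell, 2 antimicrobial defence and 1 colon epithelium genes fell. Without GG_10^7 replicate 1 the T cell list did not pass (adjusted p = 0.146), and the germinal centre, colon, proliferation and, in C59, bile acid lists failed without single arrays of the lowest or highest dose (GG_10^7 replicate 5 at 0.0838, 0.0896 and 0.619, C59_10^7 replicate 5 at 0.08).

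The overlap of the 6 comparisons with control was counted to ask which genes respond to both strains at every dose. Hnf4g, Sowaha, Pnrc2 and Camk2d rose in the C59 groups and in the GG groups, and Arntl fell in both. In all, 445 genes rose and 228 fell in all 6 comparisons. The same 5 control arrays enter each comparison. In 100 simulations, with the control arrays simulated as well and all groups unchanged, at most 0 such genes were found. The simulations drew the arrays as unrelated to each other. They therefore lack the likeness of control replicates 1 to 3 and do not test these controls. Independent lists of these sizes would share 0.000346 and 0.0291 genes. When the controls were divided into 2 and 3 arrays between the strains, the median over 20 splits was 6.5 up and 1.5 down, and the highest were 141 and 67. The count was 196, 193, 333, 1227 and 2899 without control replicate 1, 2, 3, 4 or 5, and 0 with control replicates 4 and 5 alone. Across genes, which are not independent replicates, the changes in C59 and GG correlated with 0.863, where simulated unchanged groups gave a median of 0.784 and at most 0.962, and the covariance was 0.039 against a simulated 0.0065. By strain, 988 genes rose and 2236 fell in both, where independent lists would share 97.2 and 768.4 and simulated ones at most 14 and 11. With the controls divided between the strains, the medians over the 20 splits were 241 up and 178.5 down in both, a correlation of 0.579 and a covariance of 0.0295, and the highest were 485, 808, 0.721 and 0.0386.

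The study's own method, rank products, orders the fold changes of all pairs of arrays and was applied to the same genes. It called 287, 303 and 343 genes up and 56, 58 and 58 down in C59 at the 3 doses, and 581, 477 and 570 up and 150, 113 and 210 down in GG. Across all 6 groups 178 genes were up and 6 down. With control replicates 4 and 5 alone the totals were 15, 28 and 24 for C59 and 34, 66 and 109 for GG. Without control replicate 1, 2 or 3 every total fell by over 1.5 times, to between 124 and 482, and without replicate 5 every total rose, to between 603 and 1171, which for C59 and the upper GG doses was by over 1.5 times. The C59 totals also fell to 208 and 203 without C59_10^7 replicate 1 or 2, 227, 225 and 193 without C59_10^8 replicate 1, 3 or 4, and 200, 202 and 205 without C59_10^9 replicate 1, 2 or 3.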

Values the study reported

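The mice of the 7 groups were handled in 2 rounds with 3 per group in each, and the later round began a week after the first. With rank products, the study reported 254, 250 and 292 up-regulated and 61, 87 and 59 down-regulated genes for C59 at the 3 doses from lowest to highest, and 558, 465 and 636 up-regulated and 138, 140 and 242 down-regulated genes for GG. It counted 134 genes up and 6 down in all LAB groups. In its principal component analysis, 14 of 15 GG arrays had a positive first coefficient. Tlr3 was given as up-regulated in each LAB group but GG_10^9, where the false discovery rate was 0.05. Among the genes up-regulated in GG_10^9, Cxcl13, Cxcr5 and Ccr6 held ranks 32, 57 and 94, and 33 genes of B cell terms were listed. Intestinal absorption was enriched in C59_10^8 (p = 0.0014) and C59_10^9 (p = 0.0050). In a separate experiment with GG at the highest dose, isolated lymphoid follicles positive for CXCR5 did not differ significantly in number from those of control mice. In an earlier experiment with other mice at that dose, the study reported B cell terms enriched among genes raised by GG in the terminal ileum.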

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

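The tests of control replicates 1 to 3, of pairs of controls, of the replicate 5 arrays and of the follicle stroma score, of the spiked transcripts by array number, the reading of Gapdh and beta-actin apart and as 2 covariates, the reading of the simulation and of the follicle and extreme array tests as open, the fit without C59_10^7 replicates 1 and 2 and the other splits for rank products were chosen only after the result was seen. A sample was picked out where its gap to the nearest of the other 4 arrays of its group was large for a group of 5, which happened in 21 of 154 groups of values, while chance gives about 1 in 20.

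Lymphoid scores stood apart in single arrays of 4 groups. The B cell score, the mean centred log2 level of the list, was 1.15 in control replicate 5 (others −0.79 to −0.62), 1.65 in C59_10^8 replicate 3, 1.23 in C59_10^9 replicate 4 and −0.85 in GG_10^9 replicate 5 (others 1.06 to 1.51). The germinal centre score of the same 4 arrays was 0.85, 1.02, 0.73 and −0.59. The T cell score was 0.48 in control replicate 5 and 0.87 in C59_10^8 replicate 3, and the PC2 score of C59_10^9 replicate 4 was −8.62 (others 7.22 to 12.39). C59_10^7 replicate 2 stood apart in 18S ribosomal RNA (9.17, others 6.73 to 7.07) and in the 3' minus 5' signal of Gapdh (0.16) and beta-actin (1.06). Other single values were a Gapdh difference of −0.27 in C59_10^9 replicate 3, a beta-actin difference of 0.55 in GG_10^7 replicate 5, a mean log2 level of 6.25 in GG_10^7 replicate 3, a clock score of −0.01 in GG_10^8 replicate 1, a circadian list score of −0.24 in C59_10^7 replicate 1, an enterocyte score of −0.53 in control replicate 2 and a proliferation score of −0.21 in C59_10^8 replicate 5.

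The change with dose differed between the strains for 9 gene lists in camera. The slopes were more positive in GG for B cell (median difference 0.584 per 10-fold dose, adjusted p = 0.000143), germinal centre (0.451, adjusted p = 0.0177), T cell (0.221, adjusted p = 0.00359) and enterocyte genes (0.106, adjusted p = 0.00542), for the B cell genes the study listed (0.339, adjusted p = 0.00104) and for its immune genes from an earlier experiment (0.452, adjusted p = 0.00542). They were more negative in GG for adipocyte (−1.171, adjusted p = 1.22e-14), cholesterol synthesis (−0.14, adjusted p = 1.89e-06) and clock genes (−0.079, adjusted p = 0.0403). With an estimated correlation none passed, at adjusted p = 0.716 for the first 6, 0.197 for adipocyte genes and 0.622 for the last 2. The study chose its B cell list on these arrays, so that list is not independent evidence. Without C59_10^7 replicate 5 the germinal centre (adjusted p = 0.157), T cell (0.0722), study B cell (0.0799) and study immune (0.0799) differences no longer passed. The germinal centre difference also did not pass without C59_10^7 replicate 1 (0.0932), GG_10^7 replicate 1, 3 or 5 (0.0551, 0.0554 and 0.0573) or GG_10^9 replicate 4 (0.07), the T cell one without GG_10^7 replicate 1 (0.0576), the study immune one without C59_10^7 replicate 1 (0.0768) and the enterocyte one without C59_10^9 replicate 5 (0.115). Without C59_10^7 replicates 1 and 2 the adipocyte difference was −0.430 (adjusted p = 1.55e-07), and the enterocyte (0.040, adjusted p = 0.0568) and clock (−0.031, adjusted p = 0.228) differences did not pass. The clock difference also did not pass without C59_10^7 replicate 1 alone (0.153), C59_10^9 replicate 3 or 5 (0.0505 and 0.0816), GG_10^7 replicate 3 or 5 (0.0554 and 0.0948) or GG_10^9 replicate 2 or 4 (0.0822 and 0.0755).

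For the first pattern, the 673 genes that rose or fell in all 6 LAB groups against control, 2 rounds of animals acting alike in every group were argued against as the whole source by the LAB arrays, which showed 7.7% of the difference between replicates 4 and 5 and replicates 1 to 3 of the control, although 77.7% of the genes differed in that direction, the highest LAB group median was 0.15 against 0.576 in control, and the labels do not give the round of an array. Control replicates 1 to 3 as the source is consistent with 0 such genes once they were left out, and the smaller number of controls does not account for this alone, since with 2 controls taken from replicates 1 to 3 there were 3789 to 4746 such genes, with 1 of these and replicate 4 633 to 713, and with 1 of these and replicate 5 1 to 30; a probe-specific effect is consistent with other probe sets of like brightness moving by 13.7% of the main change, 6.3% among genes that rose. For the genes that fell the share of 49.8% leaves this open, and a processing batch of the control arrays cannot be told apart from the group, since the 8 spiked transcripts gave a lowest adjusted exact permutation p of 0.119 and only the control arrays would be affected. RNA degradation stays open, because the 3' to 5' difference of 0.508 LAB standard deviations, which as a covariate left 590 of the 673 genes called, averages Gapdh (higher in control, 0.868) and beta-actin (lower in control, 1.17, two-sided exact permutation p = 0.0247), which moved opposite ways, and with both as covariates 0 genes were left and 27.6% of the median change (77.6% with slopes from the LAB arrays alone), a fit that also takes up what sets control replicates 1 to 3 apart. Chance values of the shared controls stay open, since the simulations that gave at most 0 genes against 673 drew all arrays, controls included, as unrelated. An effect of the bacteria on some of these genes stays possible and was not tested further. The labels do not give the cage of an array, so a cage shared by control mice was not tested.

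The second pattern is the B cell list, which lay higher in GG in camera, although the score per array did not exceed the spread between mice (0.70 above control, two-sided permutation p = 0.258, and 0.60 above C59, p = 0.141). More lymphoid follicle tissue in some of the pieces is consistent with the contrast of GG and C59, where 5.6% of the B cell median was left once a score of other follicle genes was in the model and 3.2% with a score of follicle stroma genes. For GG against control 63.3% and 37.2% were left, which leaves this open, since the first score holds genes of the epithelium over follicles that did not correlate with each other (median 0.005, against 0.779 for stroma genes). Leaving out the 2 highest GG arrays (56.6% of the median left against C59 and 70.1% against control) decides nothing about a few extreme arrays, because 8 of 15 GG arrays lay in the upper cluster and most of these remain. The piece of ileum sampled and a true increase in follicle number or size after GG would raise the same genes, so a biological response stays open. The study's count in other mice, described above, bears only on the number of isolated follicles positive for CXCR5. Its earlier experiment, also described above, reported B cell terms for GG in other mice, and those arrays were not examined here.

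The third pattern is the set of genes that differ between GG and C59. Genes called without the number 5 arrays moved in these arrays by −0.4% of the change seen in the others, whereas other numbers held out in turn gave 112.8% to 128.3%, and the count was 1784 without C59_10^7 replicate 5. Hybridisation that differed between the strains among the arrays numbered 1 to 4 is consistent with 2 of the 8 spiked transcripts, bioD (11.601 in GG and 11.442 in C59, permutation, adjusted p = 0.0303) and cre (13.219 and 13.120, adjusted p = 0.0303), which in the number 5 arrays stood at 11.415 and 11.388 and at 13.123 and 13.110, while the other 6 did not pass. The spiked transcripts dap, lys, phe and thr differed more between the strains in the number 5 arrays (GG minus C59 0.216, 0.444, 0.420 and 0.314). In the arrays numbered 1 to 4 these differences were 0.143, 0.010, 0.037 and 0.047. For bioB they were 0.114 and 0.095, and for bioC 0.018 and 0.126. The differences in the number 5 arrays, with 3 arrays per strain, were not tested. The −0.4% in the number 5 arrays argues against a strain effect alike in all mice as the whole source, for the 2820 genes it covers. Of these genes 47.7% moved in the same direction in the number 5 arrays. Whether C59 replicate 5 arrays share a batch with GG cannot be told from bioD and cre. In the number 5 arrays of both strains these 2 stood near the level of the other C59 arrays. Differences in handling may hold part of the pattern, the labels give no scan or hybridisation date, and a strain effect on part of the genes stays open.

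Other splits of the same arrays bear on whether chance can be excluded. Where arrays vary apart from each other, it can for GG against C59, where 1 of 100 splits, the real one, gave as many genes (1228, highest other 1). With the same limit it can for the middle and highest matched doses (1 of 100 each, 8 and 20 genes against 4 and 7). At the lowest matched dose 3 of 100 splits gave as many (6 genes, highest other 111). This is under 5 of 100 and excludes chance only with the same limit. A split with 111 genes calls that limit into question, so chance stays open there. Against control, under 5 of 100 splits gave as many genes for LAB (1 of 100; 6073, highest other 2518), GG against control (1 of 100; 7330 and 3223), C59 against control (2 of 100; 3552 and 3741), GG_10^8 (3 of 100; 4252 and 6350) and GG_10^9 (4 of 100; 5367 and 6739). This excludes chance only where arrays vary apart from each other: among the other splits that kept control replicates 1 to 3 on one side, 2 of 16 for GG_10^8, 3 of 15 for GG_10^9 and 1 of 6 for C59 gave as many, and for LAB and GG only 2 such splits were drawn. Chance could not be excluded for C59_10^7 (11 of 100; 1252 and 5599), C59_10^8 (8 of 100; 1923 and 4816), C59_10^9 (9 of 100; 2248 and 4843) and GG_10^7 (5 of 100; 5792 and 7291). For the dose slopes the real count was 0, so every split gave as many (100 of 100 each; highest others 200, 1 and 0) and the splits decide nothing. For rank products under 5 splits gave as many for GG_10^7 (4 of 100; 731 and 933), GG_10^8 (4 of 100; 590 and 849) and GG_10^9 (3 of 100; 780 and 894), with the same limit, and chance was not excluded for the C59 doses (8, 7 and 7 of 100; 343, 360 and 401 against 682, 639 and 589). The other limma splits against control that gave as many genes as the real one kept control replicates 1 to 3 on one side, which points to a structure of the samples, as does a split with several times the real count at the lowest matched dose.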

How the results depend on the processing

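Fits without control replicates 1 to 3, without C59_10^7 replicates 1 and 2, and with a clock or follicle stroma score, and the values of called list members, were chosen after seeing the data, and the cause of a change was not tested unless stated. Arrays give no depth, and signal over background was not recorded, so dim genes are least certain. Of 2389 alternatives for gene list shifts 2087 kept direction and side of the threshold, 301 lost the call and 1 reversed. Of 4500 for named genes the numbers were 3957, 537 and 6. GG against control stayed within 1.5 times under array weights, cyclic loess and each left-out array. The replicate numbers do not pair the arrays: 44 of 105 same-number pairs correlated over 0.1 (mean 0.0441 against −0.0103 for other pairs) and 12 of 35 arrays correlated best with their own number. The mean correlation of same-number pairs was 0.1158 for number 5 and 0.0173 to 0.0325 for the other numbers. With the replicate number as a block the matched doses gave 38, 32 and 32 genes, and it moved no other count by over 1.5 times.

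Counts of genes over 1.5 times from those reported were as follows. A minimum mean of 6 gave 23 at the middle matched dose. The mean of a gene's probe sets gave 797 for C59_10^7, 2013 for GG against C59 and 129, 51 and 167 at the matched doses. Each probe set on its own, with more features tested, gave 2679, 4088 and 3891 for the C59 doses, 11394, 7588 and 11480 for the GG doses, 7329 for C59, 15464 for GG, 12058 for LAB, 4920 for GG against C59 and 155, 682 and 1125 at the matched doses. Array weights gave 3407 for GG against C59, 662, 584 and 638 at the matched doses, 52 for the GG slope and 3 for the slope difference. Cyclic loess gave 2797 for GG_10^8 and 11 and 38 at the lowest and highest matched doses. The 3' to 5' covariate gave 2, 0 and 68 at the matched doses. The 3' to 5' signals of Gapdh and beta-actin as 2 covariates, chosen after seeing the data, gave 8 for LAB, 0 for C59 and 63 for GG. That fit gave 3201 for GG against C59 and 0 genes in all 6 comparisons with control. The follicle score gave 809 for GG against C59 and 5 at the highest matched dose, and the stroma score 779 and 5. With only the groups compared in the fit limma gave 0, 0 and 0 for the C59 doses (rank products 343, 360 and 401), 11, 7 and 418 for the GG doses, 1651 for C59, 2520 for GG against C59, 0, 21 and 2 at the matched doses and 78 named genes. The clock score gave 573 for C59_10^9, 3533, 1374 and 1041 for the GG doses, 2226 for C59, 2801 for GG, 2841 for LAB, 306 for GG against C59, 1, 1 and 5 at the matched doses and 78 named genes.

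Without control replicates 1 to 3, which leaves 2 control arrays, limma called 0, 3 and 11 genes for the C59 doses, 20, 26 and 166 for the GG doses, 9 for C59, 74 for GG and 23 for LAB, with 0 in all 6 comparisons; rank products called 15, 28, 24, 34, 66 and 109. The named genes that passed were 41, most of them in comparisons without control: of those against control 7 kept their call, 100 lost it and 2 turned. Of the list shifts against control 15 kept their call, 13 lost it and 1 turned. Over all comparisons, those without control included, 99 list shifts passed in that fit in place of 66. At an unadjusted p under 0.05 C59_10^7 had 1278 genes in that fit. Of the 23 LAB genes 19 had been called with all controls, of the 74 GG genes 68 and of the 166 GG_10^9 genes 141. Without C59_10^7 replicates 1 and 2 there were 517 genes for C59_10^7 and 804 for GG against C59. Rank products as the test gave 343, 360, 401, 731, 590 and 780 and 184 genes in all 6 groups. With genes scaled or all probe sets 2 components differed between GG and C59. Dividing the controls left a median of 7 genes in all 6 comparisons. An estimated correlation left 11 list shifts of 66.

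Leaving out 1 array gave 396 to 4507, 634 to 5003 and 666 to 5644 genes for the C59 doses, 3810 to 8474, 1806 to 7310 and 3479 to 8263 for the GG doses, 1343 to 6830 for C59, 3305 to 8720 for LAB, 2 to 483, 0 to 222 and 1 to 95 at the matched doses, 0 to 2 for the C59 slope, 193 to 2899 for the overlap, 0 to 6 components against control and 1 to 2 between the strains. Rank products gave 124 to 616, 135 to 603, 130 to 688, 392 to 1026, 280 to 898 and 434 to 1171. Against control the lowest counts came without control replicate 1, 2 or 3 and the highest without replicate 5, and GG against C59 gave 820 to 1784. The highest matched-dose counts came without C59 replicate 5 of that dose, the 6 components without control replicate 5 and the 2 without GG_10^7 replicate 5.

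Of 18001 values of the 532 called list members over the alternatives, 15222 kept direction and side of the threshold, 2694 lost the call and 85 turned, of which 51 without control replicates 1 to 3, 23 with the clock score and 11 with the mean of a gene's probe sets. Without control replicates 1 to 3 Nr1d1 was 0.16 for LAB, 0.06 for GG and 0.03 for GG_10^9 in place of −0.26, −0.37 and −0.39, and Clock was −0.07 for LAB in place of 0.31. With the clock score, which holds these genes, Per3 and Npas2 were −0.03 and 0.15 for LAB in place of 0.51 and −0.37. With the mean of probe sets Dnaja1 for GG was 0.31 in place of −0.38, and C1qb (0.53 in place of −0.27) and Hadhb (0.45 in place of −0.15), singled out after their values were seen, passed for LAB in the other direction. Among list shifts and named genes 7 values turned, some of them of list members. The study's B cell list for C59 lay lower without control replicates 1 to 3 (camera adjusted p = 0.00484) and higher with them (0.0233). Retnlb for GG was then 0.06 in place of −1.23 and Fabp1 for C59_10^9 −0.09 in place of 0.89. With the clock score Gsdmc2 was 0.05 for GG_10^9, 0.10 for GG and 0.01 for LAB, in place of −1.29, −1.03 and −0.86, and Abcb1a for C59_10^9 was −0.04 in place of 0.48. None of these 6 gene values passed after the turn.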

Other observations

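The tests of the clock score and of the genes left with control replicates 4 and 5 were chosen only after the result was seen.

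With control replicates 4 and 5 alone the genes that differed between GG and control held more clock and heat shock genes than chance gives. Of these 74 genes, 68 had passed with all 5 controls. Of the 74 genes 7 belonged to the 16 clock genes (Arntl, Ciart, Dbp, Hlf, Nr1d2, Per3 and Tef, one-sided exact hypergeometric p = 1.53e-13) and 5 to the 11 heat shock genes (Dnaja1, Dnajb1, Hspa1a, Hspa1b and Hspa8, one-sided exact hypergeometric p = 4.4e-10), while 0 belonged to the B cell list. That test takes genes as independent, which members of a list are not. The clock repressor Ciart was higher by 1.05 ± 0.14 (SE, limma adjusted p = 0.000171), Dbp by 1.03 (adjusted p = 0.000171) and Cirbp, a cold-inducible RNA-binding protein, by 1.18 ± 0.19 (SE, adjusted p = 0.000991). The chaperone genes Hspa1b (−2.21 ± 0.40 (SE), adjusted p = 0.00508) and Hspa1a (−2.08 ± 0.31 (SE), adjusted p = 0.000431) were lower. With all 5 controls Hspa1b changed by −0.24 for GG (adjusted p = 0.664), with 9.89 ± 1.84 (SD, n = 5) in control. The 2 controls left stood apart from the other 3 in these genes: Hspa1a was at 10.25 and 9.56 in replicates 4 and 5 and between 8.03 and 8.25 in replicates 1 to 3, and Cirbp at 6.49 and 7.26 against 7.73 to 7.90. The heat shock and Cirbp differences therefore rest on these 2 arrays. The smallest adjusted p of the 74 was that of Rb1 (0.54, adjusted p = 7.94e-05) and the largest rise that of Nat8f5 (1.37, adjusted p = 0.00379). Cirbp, Rb1 and Nat8f5 were chosen after their values were seen. The spread in that fit comes mainly from the LAB groups.

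A candidate explanation for the clock genes is that the groups were sampled at different times of day. The clock score was −0.733 ± 0.448 (SD) in control and 0.122 in LAB arrays (two-sided exact permutation p = 0.000668), and 0.373 in GG against −0.128 in C59 (two-sided permutation p = 0.00062). Not every member moved with the score: Nr1d1, which peaks with Dbp, fell (−0.26, limma adjusted p = 0.0486, and −0.37 for GG, adjusted p = 0.00868), and Clock, which peaks with Arntl, rose (0.31, adjusted p = 0.00599), while with control replicates 4 and 5 alone they were at 0.16 and −0.07 and did not pass. An effect of the bacteria on the clock predicts the same values, so the 2 cannot be told apart without the sampling times. With the clock score in the model 2841 genes passed for LAB against control, where 6073 had passed, and 306 for GG against C59, where 1228 had. The score differs between the groups, so the covariate also takes up part of any group effect.

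Large-bowel genes such as Retnlb may reflect caecal or colonic tissue in some pieces, but the members correlated across the arrays with a median of 0.255, which does not settle it.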
